A study of Homo sapiens with 15 samples. Its data were reported in "YAP1 is essential for malignant mesothelioma tumor maintenance" (2022).

How the data were processed

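Gene expression was measured by RNA sequencing in 15 xenograft tumours of the human pleural mesothelioma line MSTO-211H, which carried a dominant-negative TEAD2 construct (dn-TEAD2) that doxycycline switches on. Total RNA was made into capture-enriched libraries and sequenced from both ends, per the labels and the methods of the study. The deposited table gives a gene-level value for each tumour, computed by the authors and taken here to be FPKM (fragments scaled by gene length in kilobases and by the number of mapped fragments). The unit of the table is not stated, and was inferred from the values and from the unit the study uses for RNA sequencing. The column totals differ between tumours, so the values are not TPM, and no scaling between samples is stated. Totals without mitochondrially encoded genes were nearly constant, so the fragments used for scaling might exclude those of such genes. The aligner, the counting tool, the annotation release and the handling of mouse reads are not stated. Reads and counts were not used here.

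The table held 20555 lines for 20257 gene IDs. For the 266 IDs on several lines, the line with the highest mean was kept, which removed 298 lines. Another 5 lines with a blank cell were left out, and 20252 genes remained. Of their IDs, 18270 were in GENCODE release 29 (GRCh38) with the same version, and for 90.4% of these the start in the table plus 1 equalled the annotated start. Positions are therefore given on GRCh38, counted from 1. Older symbols were brought up to date for 1293 genes, among them CTGF (now CCN2) and CYR61 (now CCN1). No gene was listed at 0 in a tumour and above 3 FPKM in another (0 genes).

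The number of reads per tumour is unknown, because FPKM values carry no totals. A relative depth was estimated from the steps of the low values between 0.0001 and 0.05 FPKM, and ranged from 0.651 to 1.014 of that in replicate 1 on glucose. Intervals that need read counts are therefore not given, and precision rests on the 5 tumours per group. Differences in relative depth between groups were tested with the exact permutation test.

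Groups followed the labels: 5% glucose throughout, doxycycline at 0.5 mg/ml with glucose from day 0, and doxycycline from day 19 after glucose alone. All tumours were taken on day 34. Replicate numbers follow the order of deposition only and pair no tumours across groups. Each treatment group was housed as its own cage group, so cage and treatment cannot be told apart. The labels name no sequencing batch.

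Values were transformed to log2(FPKM + 1). Genes with at least 1 FPKM in at least 5 tumours were tested, which left 10436 genes. The 3 pairwise comparisons were fitted in a single limma model over all 15 tumours, with lmFit, contrasts.fit and eBayes with a mean-variance trend. Moderated tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, with 0.05 as the threshold. On this scale a fold change is understated for genes with low FPKM. TEAD2, YAP1, WWTR1, TEAD1, TEAD3, TEAD4, CCN1, CCN2, ANKRD1 and AMOTL2 were named in advance. For each comparison, the 3 genes with the largest rise and the 3 with the largest fall were also named, among genes past the threshold whose groups did not overlap, whose mean was at least 5 FPKM and which had a symbol.

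The activity score of the study, deR (difference of effector ranks), was computed from its published lists of 249 positive and 233 negative TEAD effector genes, all of which matched the table. Fractional ranks of the 482 genes were taken within each tumour, and the mean rank of the negative effectors was subtracted from that of the positive ones. The score and the levels of TEAD2, CCN1, CCN2 and YAP1 were compared by two-sided exact permutation tests of the difference in means over all 252 regroupings of 5 against 5 tumours. The smallest p these can give is 0.0079. Adjustment was by the Benjamini-Hochberg method over 3 tests for the score and 12 for the gene levels. Both effector lists were also tested as sets with limma's camera at an inter-gene correlation of 0.01, two-sided and adjusted over 6 tests. Marker lists for the ATF4 response, mitochondrially encoded genes, hypoxia, cell division, stroma and immune cells, core YAP and TAZ targets, interferon, and apoptosis and p53 were tested with camera and adjusted together over the 3 comparisons. They were written before the data were examined, as were the comparisons, tests, thresholds and other settings listed at the end, except the last pair.

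The model was tested on simulated data of 10436 genes, of which 200 were changed by 1 on the log2 scale. It called 100% of them, with a median estimate of 0.98, and called 13 unchanged genes, 6.1% of its calls. With no change simulated it called 0 genes over 3 comparisons. A set shifted by 0.1 was estimated at 0.121, and 0 of 20 random sets reached p below 0.05. The simulated genes varied independently of each other. The simulation therefore could not test the set p-values for genes that vary together, as those of the marker lists can.

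Other settings that were tried covered the pseudocount, the filter on low values, quantile and upper-quartile scaling, the trend, the samples in the fit, a minimum of a 2-fold change, the ranks and genes behind the score, RPL37 as a reference gene, the inter-gene correlation, and leaving out each replicate in turn. Summing the lines of a gene ID and adding relative depth as a covariate were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used. A result that was found is not reported here.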

Results

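MSTO-211H is a human pleural mesothelioma cell line, and dn-TEAD2 is a dominant-negative form of the transcription factor TEAD2, a partner of the coactivator YAP1. Cells carrying a doxycycline-inducible dn-TEAD2 construct were grafted under the skin of SCID mice. RNA was sequenced from tumours taken on day 34, when growth had resumed under doxycycline. The 15 tumours formed 3 groups of 5, which drank 5% glucose throughout, doxycycline at 0.5 mg/ml from day 0, or doxycycline from day 19 after glucose alone. The comparisons asked whether tumours that grew again despite doxycycline still differed in TEAD-dependent transcription from tumours that never received it.

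The number of reads per tumour is unknown. FPKM totals ranged from 271815.7 to 419451.1, and from 186583.7 to 197812.0 without mitochondrially encoded genes. Between 10160 and 10458 genes reached at least 1 FPKM. Mitochondrially encoded genes made up 31.04% to 55.49% of the FPKM total. Mean relative depth was 0.958 ± 0.074 (SD, n = 5) on glucose, 0.801 ± 0.126 with doxycycline from day 0 and 0.868 ± 0.128 with doxycycline from day 19. The difference of -0.157 between day 0 and glucose had an exact two-sided permutation p of 0.0556 (adjusted p 0.167, Benjamini-Hochberg over 3 tests). Correlations between tumours ranged from 0.977 to 0.992 within groups (30 pairs) and from 0.972 to 0.992 between groups (75 pairs).

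TEAD2 (ENSG00000074219.13, chromosome 19, 49340595 to 49362457) was examined first, because the construct carries TEAD2 sequence. The FPKM of the gene cannot separate the construct from the cell's own transcript. On glucose, TEAD2 stood at 2.39, 1.78, 2.06, 2.17 and 1.73 FPKM in replicates 1 to 5, a mean of 2.03 ± 0.275 (SD, n = 5). With doxycycline from day 0 it stood at 4.25, 3.71, 3.45, 3.53 and 4.02 FPKM, a mean of 3.79 ± 0.334. With doxycycline from day 19 it stood at 4.28, 8.48, 9.71, 8.07 and 7.79 FPKM, a mean of 7.67 ± 2.03. The mean log2(FPKM + 1) was higher than on glucose by 0.66 with doxycycline from day 0 and by 1.48 with doxycycline from day 19. Day 0 differed from day 19 by -0.82. Each of these differences had an exact two-sided permutation p of 0.0079, the smallest the design allows (adjusted p 0.0317, Benjamini-Hochberg over 12 tests), and 5 of 5 tumours lay outside the range of the other group. A pseudocount of 0.1 moved the differences from glucose most, to 0.88 and 1.83. Relative to RPL37, the difference between the doxycycline groups was -0.66 and no longer passed the threshold (exact permutation, adjusted p 0.0635). RPL37 itself averaged 317 ± 12.8 FPKM (SD, n = 5) on glucose, 290 ± 41.1 with doxycycline from day 0 and 322 ± 6.43 from day 19. Values relative to RPL37 therefore also carry its own lower mean and wider spread in the day 0 group.

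**Figure D1:**
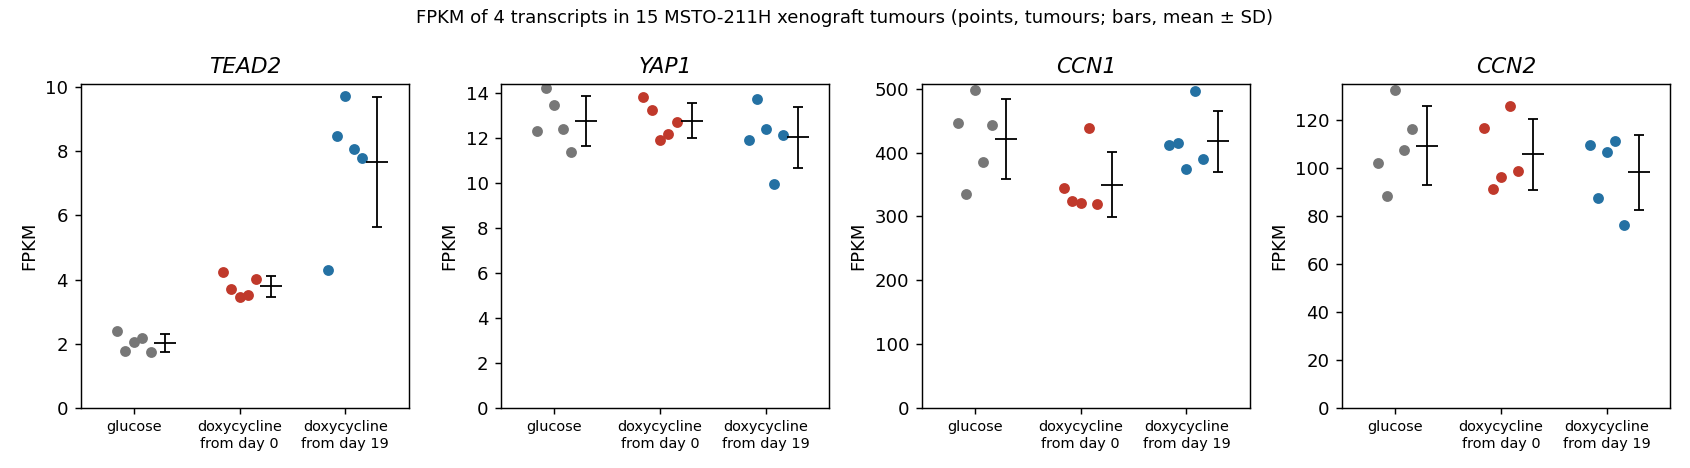
FPKM of TEAD2, YAP1, CCN1 and CCN2 on the vertical axes, each from 0, in the 3 groups of 5 tumours (points, tumours; bars, mean ± SD). TEAD2 lay between 1.73 and 2.39 FPKM on glucose, between 3.45 and 4.25 with doxycycline from day 0 and between 4.28 and 9.71 with doxycycline from day 19, while the groups overlapped for the other genes.

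CCN1 (ENSG00000142871.16) and CCN2 (ENSG00000118523.5) are targets of YAP1 and TEAD that the study followed, and YAP1 (ENSG00000137693.13) encodes the coactivator. CCN1 averaged 422 ± 62.9 FPKM (SD, n = 5) on glucose, 349 ± 51 with doxycycline from day 0 and 418 ± 47.4 with doxycycline from day 19. CCN1 fell by 0.27 on the log2 scale with doxycycline from day 0 against glucose (exact permutation p 0.0794, adjusted p 0.191), with 3 of 5 tumours below every glucose tumour. Its difference between day 0 and day 19 was -0.26, and 4 of 5 tumours lay outside the range of the other group. This had an exact permutation p of 0.0476 but did not pass adjustment over the 12 tests (adjusted p 0.143, Benjamini-Hochberg). Relative to RPL37 these differences of CCN1 were -0.13 and -0.10 (exact permutation p 0.389 and 0.413). CCN2 averaged 109 ± 16.4 FPKM, 106 ± 14.8 and 98.1 ± 15.6 in the same order of groups, and YAP1 averaged 12.7 ± 1.09, 12.8 ± 0.771 and 12 ± 1.36. Neither differed past the threshold between any groups, with exact permutation p from 0.325 to 0.968. The small fall of CCN2 with doxycycline from day 0, -0.04, became a rise of 0.10 relative to RPL37 and of 0.02 under quantile normalization. Relative to RPL37, YAP1 differed between day 0 and day 19 by 0.25 in place of 0.08 (exact permutation p 0.0476, adjusted p 0.143, Benjamini-Hochberg). In the limma fit, WWTR1, TEAD1, TEAD3, TEAD4, ANKRD1 and AMOTL2 passed the threshold in 0 of 18 tests, with a smallest adjusted p of 0.253 (ANKRD1, 0.19 between day 0 and day 19). Before adjustment, 6 of the 18 tests had p below 0.05.

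The deR score averaged 0.234 ± 0.0037 (SD, n = 5) on glucose, 0.226 ± 0.0079 with doxycycline from day 0 and 0.223 ± 0.0108 with doxycycline from day 19. The score was lower than on glucose by a difference of -0.0082 with doxycycline from day 0 (exact two-sided permutation p 0.0714) and of -0.0108 with doxycycline from day 19 (exact two-sided permutation p 0.0556). Both had an adjusted p of 0.107 (Benjamini-Hochberg over 3 exact permutation tests) and did not pass the threshold. In each comparison 3 of 5 doxycycline tumours lay below every glucose tumour. The doxycycline groups differed by 0.0026 (exact permutation p 0.675). When ranks were taken among all genes of the table, the difference for day 0 was -0.0090 and passed (exact permutation p 0.0079, adjusted p 0.0238), and that for day 19 did not (adjusted p 0.0714, exact permutation).

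**Figure D2:**
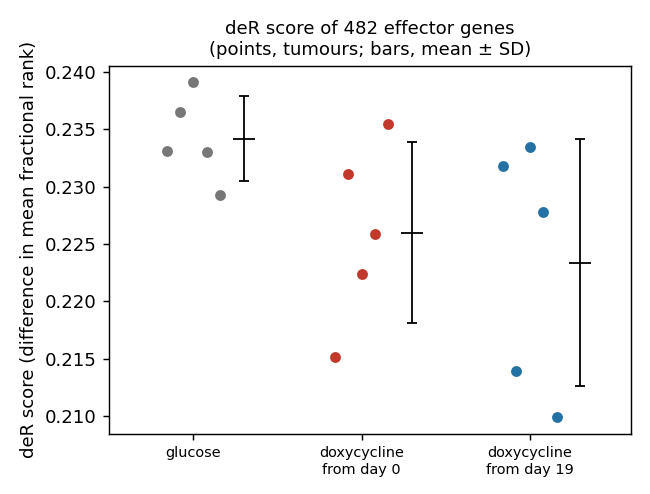
The deR score, a difference in mean fractional rank over 482 effector genes, on a vertical axis that does not start at 0, in the 3 groups of 5 tumours (points, tumours; bars, mean ± SD). Glucose tumours lay between 0.229 and 0.239, tumours with doxycycline from day 0 between 0.215 and 0.236, and tumours with doxycycline from day 19 between 0.210 and 0.234.

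The positive and negative effectors were also tested as separate sets, which does not test a difference between them. The 222 positive effectors tested had a median log2 fold change of -0.03 with doxycycline from day 0 and of -0.07 from day 19, against glucose. Neither shift passed limma's camera test (p 0.331 and 0.314, adjusted p 0.497 for both, Benjamini-Hochberg). The 148 negative effectors had a median log2 fold change of 0.04 with doxycycline from day 0, against a median of -0.004 for the other genes, and 97 of them were higher (camera, adjusted p 0.00143, Benjamini-Hochberg over 6 tests). With doxycycline from day 19 their median was 0.02 against -0.05 for the other genes, and 82 were higher (camera, adjusted p 2.08e-05, Benjamini-Hochberg). With the inter-gene correlation estimated from the data, the day 0 shift no longer passed (camera, adjusted p 0.065, Benjamini-Hochberg). Neither set shifted between the doxycycline groups (camera p 0.997 for positive and 0.471 for negative effectors). Single effector genes rarely passed the threshold. With doxycycline from day 0, TNNC1 and KRT8 passed over all genes and over the list alone, and 72 of 370 effectors had an unadjusted p below 0.05. Both are positive effectors and both were higher, TNNC1 by 1.67 (SE 0.32, limma adjusted p 0.0209, 5 of 5 tumours above every glucose tumour) and KRT8 by 0.43 (SE 0.09, limma adjusted p 0.0271, with overlapping groups). They were named after their values were seen. With doxycycline from day 19, 0 effectors passed over all genes and 0 over the list, and 43 had an unadjusted p below 0.05. Adjusted over the 148 negative effectors alone, 1 gene passed, TRIB2 (higher by 0.48, SE 0.10, limma adjusted p over all genes 0.149), named after its values were seen. Between the doxycycline groups 0 passed over all genes, 3 over the list alone (CROT, KRT80 and KRT8), and 65 had an unadjusted p below 0.05.

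Doxycycline from day 0 against glucose asked how tumours exposed throughout differed after growth had resumed. Of 10436 genes tested with limma, 51 had an adjusted p below 0.05 (Benjamini-Hochberg), 42 higher and 9 lower with doxycycline. Of these, 17 changed at least 2-fold, and sizes on the log2 scale ran from 0.25 to 2.73. Before adjustment 1368 genes had p below 0.05. The groups did not overlap for 242 genes, 2.32% of those tested, where chance gives 0.79%. The count depended most on the filter for low values, and without it 3 genes passed. KRT17 (ENSG00000128422.15, chromosome 17, 41619437 to 41624842) rose by 2.73 (SE 0.46, limma adjusted p 0.0095), from 5.02 ± 3.85 FPKM (SD, n = 5) to 38.7 ± 24.9. It has close paralogs, and FPKM does not show how reads they share were assigned. IGF2 (ENSG00000167244.18, chromosome 11, 2129112 to 2141238) rose by 2.54 (SE 0.38, limma adjusted p 0.00793), from 26.1 ± 16.9 FPKM to 137 ± 52. INS-IGF2 overlaps it on the same strand. TM9SF4 (ENSG00000101337.15, chromosome 20, 32109506 to 32167258) rose by 1.22 (SE 0.22, limma adjusted p 0.0156), from 7.14 ± 1.44 FPKM to 19.1 ± 8.8. MSTN (ENSG00000138379.4, chromosome 2, 190055697 to 190062729) fell by 1.06 (SE 0.23, limma adjusted p 0.0493), from 16.5 ± 3.48 FPKM to 7.83 ± 3.19. ZFP36L2 (ENSG00000152518.7, chromosome 2, 43222402 to 43226609) fell by 0.48 (SE 0.09, limma adjusted p 0.0156), from 24.3 ± 1.39 FPKM to 17.2 ± 2.18. TXNRD1 (ENSG00000198431.15, chromosome 12, 104215779 to 104350283) fell by 0.41 (SE 0.09, limma adjusted p 0.0448), from 129 ± 10.6 FPKM to 97.1 ± 14.8. For each of these 6 genes, all 5 doxycycline tumours lay outside the glucose range. With relative depth as a covariate, 24 of the 51 genes remained past the threshold, and TM9SF4 (limma adjusted p 0.0753) and MSTN (limma adjusted p 0.0569) did not.

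**Figure D3:**
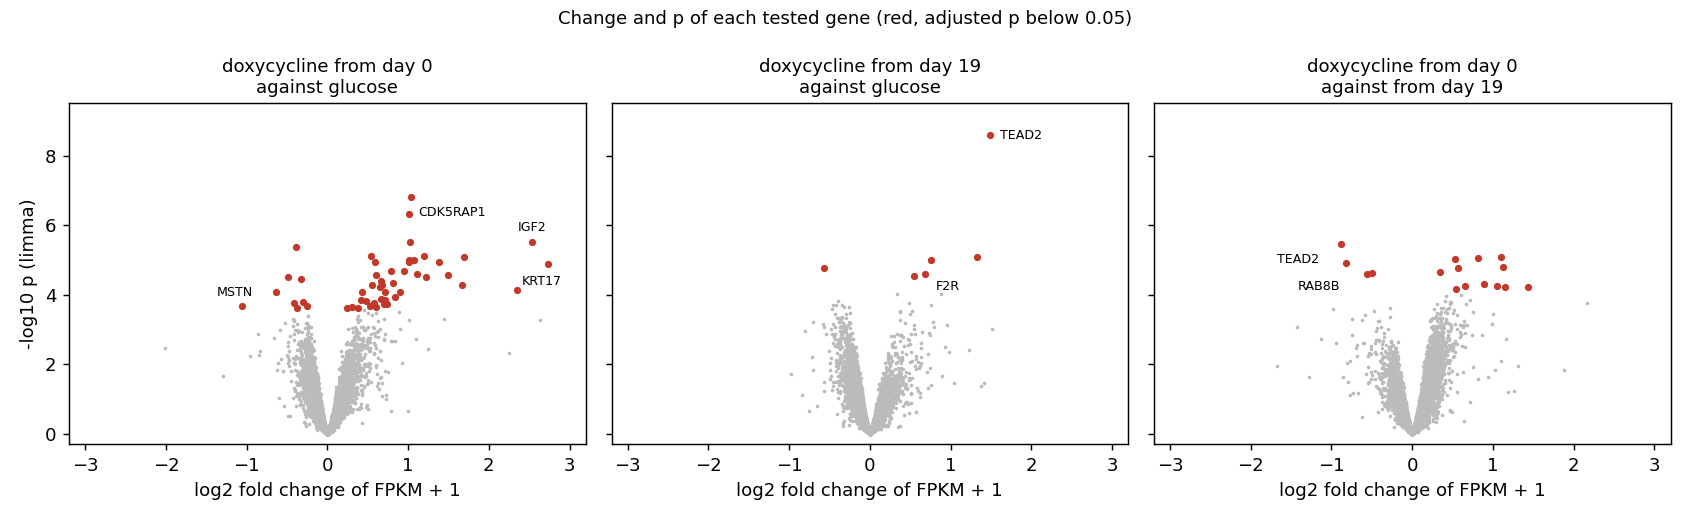
Log2 fold change of FPKM + 1 (horizontal) against -log10 p from limma (vertical) for 10436 genes in each of the 3 comparisons, with genes past an adjusted p of 0.05 in red. There were 51, 6 and 16 such genes, of which 42, 5 and 12 were higher in the group named at the start of each title.

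Doxycycline from day 19 against glucose asked the same of tumours induced once established. Here 6 genes passed the threshold in limma (Benjamini-Hochberg), 5 higher and 1 lower, and 1306 had an unadjusted p below 0.05. The balance depended on the fit, with 7 higher and 19 lower when relative depth was a covariate, and 6 higher and 7 lower when only these groups were fitted. The groups did not overlap for 331 genes, 3.17% of those tested. F2R (ENSG00000181104.6, chromosome 5, 76716043 to 76735781) rose by 0.69 (SE 0.12, limma adjusted p 0.0492), from 5.55 ± 1.2 FPKM (SD, n = 5) to 9.41 ± 0.332, in 5 of 5 tumours. Besides TEAD2, which is described above, the others were SCG2 (1.33), CALB2 (0.76), SNED1 (0.55) and CFAP251 (-0.57), named after their values were seen. TEAD2, CALB2, F2R and SNED1 also passed in the comparison of day 0 with glucose, each in the same direction. Both comparisons use the same glucose tumours, so these calls are not independent. The overlap that shared tumours alone would give was not computed.

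Doxycycline from day 0 against doxycycline from day 19 tested whether the time of induction left a difference. In this comparison 16 genes passed in limma (Benjamini-Hochberg), 12 higher and 4 lower with doxycycline from day 0, and 1746 had an unadjusted p below 0.05. The groups did not overlap for 294 genes, 2.82% of those tested. Of the 16 genes, 12 had also passed against glucose in the day 0 group. Both comparisons use the same day 0 tumours, and the overlap this alone would give was not computed. TM9SF4 was higher by 1.15 (SE 0.22, limma adjusted p 0.0415), at 19.1 ± 8.8 FPKM (SD, n = 5) against 7.63 ± 2.03. POFUT1 (ENSG00000101346.13, chromosome 20, 32207880 to 32238667) was higher by 1.13 (SE 0.19, limma adjusted p 0.026), at 25.2 ± 10.4 FPKM against 10.4 ± 1.9. CDK5RAP1 (ENSG00000101391.20, chromosome 20, 33358839 to 33401561) was higher by 0.81 (SE 0.13, limma adjusted p 0.0238), at 20.8 ± 6.16 FPKM against 11.1 ± 1.31. RAB8B (ENSG00000166128.12, chromosome 15, 63189469 to 63267782) differed by -0.56 (SE 0.1, limma adjusted p 0.026), at 10.6 ± 1.39 FPKM against 16.1 ± 1.93. ZFP36L2 differed by -0.50 (SE 0.09, limma adjusted p 0.026), at 17.2 ± 2.18 FPKM against 24.7 ± 3.11. All 5 tumours with doxycycline from day 0 lay outside the day 19 range for each of these 5 genes. With relative depth as a covariate, TM9SF4 (limma adjusted p 0.0777) and RAB8B (limma adjusted p 0.056) no longer passed. Fitted with only these 10 tumours, the comparison gave 0 genes past the threshold and 1544 with an unadjusted p below 0.05.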

Values the study reported

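The study reported a tumour growth inhibition of 44% when doxycycline was given directly after implantation of the dn-TEAD2 cells, and of 50% when it was given to established tumours. In a separate time course, CTGF and CYR61 mRNA fell most at 24 h after induction, by 45% and 39%, and the inhibition was lost by 216 h. The dn-TEAD2 protein was also no longer found at 216 h. For tumours taken on day 34, the study reported that inhibition of CYR61 and CTGF was lost and that its YAP1 activation score fell. A supplementary figure covers the same 3 groups. The study cited this for its suspicion that cells expressing the construct escape.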

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

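The tests below on sequencing depth, on reads of other TEAD genes, on labels and on mitochondrial share were chosen only after the results were seen.

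In 3 of 72 groups of 5 values, a tumour lay further from the others than Dixon's critical ratio of 0.71 allows, and chance alone gives 3.6. Replicate 4 on glucose had a relative depth of 0.829 where the others had 0.973 to 1.014 (ratio 0.778). No biological explanation was tested for it. Replicate 4 with doxycycline from day 0 had a CCN1 level of 8.78 on the log2 scale where the others had 8.32 to 8.43 (ratio 0.763). Its relative depth, 0.785, lay within the range of its group. In the comparison over 100 genes described next, it lay nearest of the day 0 tumours to the day 19 mean (0.333). A wrong label was not considered for it. Replicate 1 with doxycycline from day 19 had a TEAD2 level of 2.40 where the others had 3.14 to 3.42 (ratio 0.72).

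That day 19 tumour had TEAD2 close to the level of the day 0 group, so a wrong label was considered. Over the 100 genes that best separated the other tumours of the doxycycline groups, with 0 at the day 19 mean and 1 at the day 0 mean, it lay at 0.555. The other day 19 tumours lay between -0.173 and 0.338, and the day 0 tumours between 0.333 and 1.117. Since some day 0 tumours lay nearer to the day 19 mean than it did, the test could not place it in either group. The tumour cannot be told apart from one under a wrong label, nor from a day 19 tumour with little induction.

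TEAD2 differed between the doxycycline groups by -0.82 on the log2 scale, lower with doxycycline from day 0. Reads of other TEAD genes were an unlikely source, since TEAD1 (0.13) and TEAD3 (0.17) tended the other way and TEAD4 differed by only -0.03. None of these 3 changes passed the threshold (smallest limma adjusted p 0.277, Benjamini-Hochberg), which alone would not exclude such reads. A difference in depth did not remove the TEAD2 difference. With relative depth as a covariate the change was -0.84 (limma adjusted p 0.031, Benjamini-Hochberg). Relative to RPL37 it was -0.66 and did not pass (exact permutation, adjusted p 0.0635, where the other settings with all tumours gave 0.0317). An exchange of the group labels was not tested, and cage group coincided with treatment. One hypothesis is that cells which silence or lose the construct had more time to take over with doxycycline from day 0. The gene-level values cannot separate the construct from the cell's own TEAD2, so the pattern cannot be told apart from these alternatives.

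TM9SF4 (1.15), POFUT1 (1.13) and CDK5RAP1 (0.81) were higher with doxycycline from day 0 than from day 19. With relative depth as a covariate, POFUT1 (1.12, limma adjusted p 0.0465) and CDK5RAP1 (0.82, limma adjusted p 0.031) passed the threshold and TM9SF4 (1.11, limma adjusted p 0.0777) did not (Benjamini-Hochberg). Over all settings the adjusted p ran from 0.00334 to 0.123 for POFUT1, from 0.00334 to 0.101 for CDK5RAP1 and from 0.00685 to 0.151 for TM9SF4. Cage and treatment cannot be told apart for these genes, and no biological explanation was tested.

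ZFP36L2 (-0.50) and RAB8B (-0.56) were lower with doxycycline from day 0 than from day 19. With relative depth as a covariate, ZFP36L2 passed (limma adjusted p 0.031, Benjamini-Hochberg) and RAB8B did not (0.056). The changes themselves moved little, to -0.54 and -0.53, and depth did not differ between these groups (exact permutation p 0.405). Cage and treatment cannot be told apart for either gene, and no biological explanation was tested.

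Mitochondrially encoded genes moved apart in the doxycycline groups, with a median log2 fold change of -0.455 between day 0 and day 19, and 12 of 13 were lower (camera p 3.76e-16, and 0.0194 with the correlation estimated). Their share of the FPKM total differed by -9.05 percentage points (exact permutation p 0.0079, adjusted p 0.0237, Benjamini-Hochberg). Doxycycline acting on the mitochondria alike in both groups, whatever the length of exposure, would move both the same way from glucose. That premise was not tested. The share changed by -2.67 points with doxycycline from day 0 (exact permutation p 0.206) and by 6.38 points with doxycycline from day 19 (exact permutation p 0.0317, adjusted p 0.0475). As a set these genes were lower with doxycycline from day 0 than on glucose (median -0.196, 12 of 13 genes, camera adjusted p 0.0162) and higher from day 19 (median 0.288, 13 of 13 genes, camera adjusted p 8.34e-10, Benjamini-Hochberg). With the correlation estimated neither passed (camera p 0.36 and 0.0518). Since the fall with doxycycline from day 0 was not established, these values cannot decide on an action of doxycycline. A single tumour, replicate 4 from day 19 at 55.49%, did not make the difference alone, since without it the exact permutation p was 0.0317 (-6.54 points). RNA quality and the efficiency of capture were not analysed here, so the pattern cannot be told apart from a difference in either.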

How the results depend on the processing

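The settings that summed the lines of a gene ID or used relative depth as a covariate were chosen only after the results were seen. No paired analysis was possible because replicate numbers follow the order of deposition and link no tumours across groups. The count-based model meant for a table of counts was not run, since the table holds FPKM.

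Counts of genes past the threshold are given for day 0 against glucose, day 19 against glucose and day 0 against day 19, in this order, from 51, 6 and 16. With a pseudocount of 0.1 (47, 6 and 15), upper-quartile scaling (52, 7 and 15) or summed lines (51, 6 and 16), each stayed within 1.5 times its value. With a pseudocount of 5 the last counts fell to 2 and 10 (35 for day 0 against glucose). Without a filter on low values they were 3, 1 and 0 (2294 with an unadjusted p below 0.05 in the last). With a filter at 5 FPKM they were 31, 0 and 11 (928 with an unadjusted p below 0.05 in the comparison at 0). Quantile normalization gave 40, 7 and 10. Fits with only the groups compared gave 20, 13 (6 higher and 7 lower) and 0 (1544 with an unadjusted p below 0.05 in the last). Without a trend they were 37, 5 and 10, and with at least a 2-fold change 17, 2 and 5. The cause of these changes was not tested.

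With relative depth as a covariate the counts were 47, 26 and 10, but the genes differed, and in the comparison of day 19 with glucose 7 were higher and 19 lower. Of the 51 genes of day 0 against glucose 24 remained, and 22 of the 47 were lower in place of 9. For day 0 against glucose the count itself thus changed little, but the genes called and the excess of raised genes depended on this setting. Depth estimates were lower in the day 0 group, but that difference did not pass the threshold. The cause of the change was not tested.

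Leaving out 1 replicate at a time gave 17 to 117 genes for day 0 against glucose, 1 to 5 for day 19 against glucose and 0 to 70 for day 0 against day 19 (10 fits each, with 1251 to 1778 genes at an unadjusted p below 0.05 in the fits with 0). The highest counts, 117 and 70, came without replicate 4 from day 0. The named gene changes kept their direction in every fit. In 120 results with other settings 35 no longer passed the threshold, and with a replicate left out 57 of 120 did not. KRT17 and IGF2 passed in 19 of 20 settings each, F2R and MSTN in 7 of 20, and TM9SF4 for day 0 against day 19 in 6 of 20.

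TEAD2 kept its direction in every setting. Relative to RPL37, day 0 against day 19 was -0.657 with an adjusted p of 0.0635 (exact permutation). Leaving out a replicate gave 0.627 to 0.706, 1.40 to 1.65, and -0.989 to -0.734. In 8 of these 30 fits, for day 19 against glucose and day 0 against day 19, the adjusted p was 0.0635 (exact permutation) and no longer passed. TEAD2 still did not overlap between the groups compared in these fits. CCN2 for day 0 against glucose, near 0, reversed to 0.098 relative to RPL37 and to 0.0175 under quantile normalization, and ran from -0.117 to 0.0279 with a replicate left out. CCN1 for day 19 against glucose ran from -0.0872 to 0.0559, YAP1 for day 0 against glucose from -0.0337 to 0.0403. CCN1 for day 0 against day 19 ran from -0.346 to -0.197, and passed only without replicate 4 from day 0 (exact permutation, adjusted p 0.0317, range 0.0317 to 0.286). Relative to RPL37 it was -0.099, and CCN1 for day 0 against glucose -0.127 (exact permutation, adjusted p 0.495 for both).

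The deR score of day 0 against glucose was -0.0090 with ranks among all genes and then passed (exact permutation, adjusted p 0.0238). With a replicate left out it ran from -0.0106 to -0.0055 for day 0, from -0.0133 to -0.0074 for day 19 (the former with an adjusted p of 0.0476, exact permutation) and from -0.0008 to 0.0054 between the doxycycline groups. Under other settings with all tumours, the remaining 11 results of the score kept their direction and their side of the threshold. The negative effector set kept its shift in all 10 fits that left out a replicate, for both comparisons with glucose. With the correlation estimated, its day 0 median of 0.042 had a camera adjusted p of 0.065, and day 19 still passed (0.0261). For day 0 against day 19 it reversed to -0.030 under quantile normalization. The positive set for day 0 ran from -0.057 to 0.011. Leaving out the cell-cycle genes on the list used here removed no negative effector, so it could not move that set. The other Hippo pathway genes gave 0 past the threshold in all 10 other settings (6 of 18 tests with an unadjusted p below 0.05 as reported). The unknown number of reads limits what can be said of genes with low FPKM, which only the setting without a filter tested singly and which the deR score includes.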

Other observations

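The tests on HBB were chosen only after the result was seen, and the other tests in this part were set beforehand.

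The counts of changed genes were set against other splits of the same 10 tumours, 100 of the 126 possible for each comparison. For day 0 against glucose, 2 of 100 splits gave at least 51 genes, the real split included, and the largest other count was 59. For day 19 against glucose, 1 of 100 gave at least 6, and the largest other count was 3. For day 0 against day 19, 2 of 100 gave at least 16, and the largest other count was 22. Cage group follows the real split, so cage and treatment cannot be told apart.

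Doxycycline slows mitochondrial translation, which could act through ATF4 whatever the construct does. ATF4 targets did not rise with doxycycline from day 0 (camera p 0.858) or from day 19, where they tended to fall (camera p 0.0524). Smaller tumours might have been less hypoxic, but hypoxia genes tended to be higher with doxycycline from day 0 (median 0.07, camera p 0.0443), which did not pass adjustment (adjusted p 0.0818, Benjamini-Hochberg). They were higher with doxycycline from day 19 (median 0.17, 15 of 20 genes higher, camera p 3.86e-07, adjusted p 3.09e-06 by Benjamini-Hochberg). A fall, which that explanation requires, was not seen. With the correlation estimated from the data these p-values were 0.512 and 0.114.

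A different amount of mouse stroma read as human genes was tested with 5 of 20 marker genes that passed the filter. They did not pass with doxycycline from day 0 (median 0.44, 3 of 5 genes higher, camera p 0.0738) and were raised with doxycycline from day 19 (median 0.04, camera p 0.00955, adjusted p 0.0237 by Benjamini-Hochberg, 3 of 5 genes higher, and p 0.0732 with the correlation estimated). The doxycycline groups did not differ in these genes (camera p 0.511). With so few genes, reads from mouse cells remain a candidate explanation for part of the day 19 changes and are not ruled out for day 0. Genes of cell division were lower with doxycycline from day 0 (median -0.065, 21 of 25 genes lower, camera p 0.00494, adjusted p 0.0169) but not past the threshold with the correlation estimated (p 0.409). With doxycycline from day 19 their median was much the same, -0.064 with 18 of 25 genes lower, but the other genes fell too (median -0.049), and the set did not pass (camera p 0.433). A slightly lower rate of division may account for part of the changes, and was not shown to be particular to day 0.

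No explanation was tested with the remaining marker lists. The 22 core YAP and TAZ targets did not shift with doxycycline from day 0 (median -0.056, 14 lower, camera p 0.357) or from day 19 (median -0.072, 17 lower, camera p 0.284). The 15 genes of apoptosis and p53 were lower with doxycycline from day 19 than on glucose (median -0.173, 15 of 15 genes, camera adjusted p 0.000365) and higher with doxycycline from day 0 than from day 19 (median 0.221, 14 of 15 genes, camera adjusted p 2.59e-05, Benjamini-Hochberg). The 15 interferon genes were lower with doxycycline from day 0 than on glucose (median -0.104, 15 of 15 genes, camera adjusted p 0.0237, Benjamini-Hochberg). With the correlation estimated these shifts had a camera p of 0.0855, 0.0502 and 0.321, so none passed. The other comparisons of these lists did not pass, with camera adjusted p of 0.379 for apoptosis and p53 with doxycycline from day 0, and for interferon of 0.078 from day 19 and 0.619 between the doxycycline groups.

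HBB was raised by 1.01 with doxycycline from day 0 against glucose (limma adjusted p 0.00946, Benjamini-Hochberg), at 89.7 ± 25.8 FPKM (SD, n = 5) against 42.6 ± 5.26, in 5 of 5 tumours. HBB was 68 ± 13.5 FPKM with doxycycline from day 19, higher by 0.65 without passing the threshold (limma adjusted p 0.179), though these tumours (53.3 to 86.4 FPKM) also lay above every glucose tumour (35.9 to 48.6). HBA1, HBA2 and ALAS2 reached at most 0.215 FPKM in any tumour, so these human genes gave no sign of red blood cells. The host was a mouse, and the handling of mouse reads is not stated. Mouse globin reads assigned to HBB are therefore not excluded. Expression vectors can carry globin sequence, which would then follow TEAD2. Like TEAD2, HBB was above glucose in both doxycycline groups. The order of those groups was not that of TEAD2, since HBB was higher with doxycycline from day 0 than from day 19 by 0.36, but this difference did not pass the threshold (limma adjusted p 0.287, Benjamini-Hochberg). TEAD2 differed between the same groups by -0.82 (SE 0.14). Globin sequence induced in step with TEAD2 would therefore have made HBB lower with doxycycline from day 0. HBB was not lower there, and its SE was 0.17 in the comparison of day 0 with glucose. These values argue against globin sequence induced in step with TEAD2 as the source of the HBB rise. No biological explanation was tested.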
